# Dissecting aortic aneurysm in Marfan syndrome is associated with losartan-sensitive transcriptomic modulation of aortic cells

**DOI:** 10.1172/jci.insight.168793

**Published:** 2023-05-22

**Authors:** Yifei Sun, Keiichi Asano, Lauriane Sedes, Anna Cantalupo, Jens Hansen, Ravi Iyengar, Martin J. Walsh, Francesco Ramirez

**Keywords:** Genetics, Vascular Biology, Cardiovascular disease, Expression profiling, Extracellular matrix

## Abstract

To improve our limited understanding of the pathogenesis of thoracic aortic aneurysm (TAA) that leads to acute aortic dissection, single-cell RNA sequencing (scRNA-seq) was employed to profile disease-relevant transcriptomic changes of aortic cell populations in a well-characterized mouse model of the most commonly diagnosed form of Marfan syndrome (MFS). As result, 2 discrete subpopulations of aortic cells (SMC3 and EC4) were identified only in the aorta of *Fbn1^mgR/mgR^* mice. SMC3 cells highly express genes related to extracellular matrix formation and nitric oxide signaling, whereas the EC4 transcriptional profile is enriched in smooth muscle cell (SMC), fibroblast, and immune cell–related genes. Trajectory analysis predicted close phenotypic modulation between SMC3 and EC4, which were therefore analyzed together as a discrete MFS-modulated (MFSmod) subpopulation. In situ hybridization of diagnostic transcripts located MFSmod cells at the intima of *Fbn1^mgR/mgR^* aortas. Reference-based data set integration revealed transcriptomic similarity between MFSmod- and SMC-derived cell clusters modulated in human TAA. Consistent with the angiotensin II type I receptor (At1r) contribution to TAA development, MFSmod cells were absent in the aorta of *Fbn1^mgR/mgR^* mice treated with the At1r antagonist losartan. Altogether, our findings indicate that a discrete dynamic alteration of aortic cell identity is associated with dissecting TAA in MFS mice and increased risk of aortic dissection in MFS patients.

## Introduction

Marfan syndrome (MFS) is a relatively common connective tissue disorder caused by mutations in the extracellular matrix (ECM) protein fibrillin-1 that, by causing loss of tissue integrity, promote a variety of systemic manifestations, including thoracic aortic aneurysm (TAA) that leads to acute aortic dissection and rupture (1). Fibrillin-1 is widely expressed in the aorta as a component of the elastic fiber/microfibril network that separates and interconnects the individual layers of smooth muscle cells (SMCs) in the tunica media (2). Fibrillin-1 microfibrils also participate in anchoring the basal lamina underneath intimal endothelial cells (ECs) to the internal elastic lamina bordering the tunica media (2). Aortic disease in MFS is associated with endothelial dysfunction, SMC dedifferentiation and apoptosis, unproductive ECM remodeling, and localized inflammatory infiltrates (1). Although lifestyle modifications and antihypertensive drugs are routinely prescribed to slow TAA progression, once aortic diameter grows to 5 cm, prophylactic surgical repair remains the most effective treatment (1). Studies of mouse models of MFS have identified several disease-associated genes and signaling pathways (1, 3); however, there is still a need to integrate these disparate data with transcriptional contributions by different cell types.

The analysis of single-cell RNA sequencing (scRNA-seq) data has delineated gene expression profiles of aortic cells under a variety of conditions. This approach has revealed SMC heterogeneity within and between vascular beds for the expression of genes implicated in cell migration, adhesion, and inflammation (4). Likewise, aortic ECs were segregated into 3 distinct clusters based on enriched expression of genes associated with ECM production (EC1), lipid handling and angiogenesis (EC2), and lymphatic function (EC3) (5). Single-cell transcriptomic analyses have also documented that a small subset of vascular SMCs within atherosclerotic lesions acquire a transitional multipotent state that can differentiate into either plaque-stabilizing or plaque-destabilizing phenotypes (6, 7). Similarly, proatherogenic disturbed flow has been reported to reprogram gene expression of a small cluster of aortic ECs in a manner consistent with endothelial-mesenchymal cell transition and endothelial–immune cell–like transition (8). Recent studies have profiled the single-cell transcriptome of dilated aortas harvested from MFS mice with nondissecting TAA (*Fbn1^C1041G/+^* mice) and from MFS patients who underwent elective surgical repair (9, 10). Briefly, Pedroza et al. (9) identified a distinct cluster of SMCs modulated at the transcript level (modSMCs) only in aortic aneurysm tissue of *Fbn1^C1041G/+^* mice (9). These authors also reported that modSMCs cocluster with analogous cell subpopulations in an SMC lineage–traced atherosclerosis mouse model and in the dilated aortic root of an MFS patient (9). They further interpreted single-cell transcriptomic profiling at early and late stages of TAA progression to suggest a probable involvement of TGF-β signaling in driving mouse modSMCs (9). By contrast, a separate single-cell transcriptomic analysis of human aortic samples predicted impairment of TGF-β signaling by showing *TGFB1* gene upregulation in 2 clusters of adventitial fibroblasts in association with downregulation of components of TGF-β signal transducing pathways in all aortic cells (10).

Unlike most MFS patients, TAA in *Fbn1^C1041G/+^* mice develops very slowly and rarely progresses to acute aortic dissection, thus limiting the informative value of findings obtained with this mouse model of the human disorder (1, 3). The present study was therefore designed to delineate and validate disease-associated alterations of aortic SMC and EC transcriptomes in MFS mice that display fully penetrant dissecting TAA (*Fbn1^mgR/mgR^* mice) (11). Our major finding is the identification of an MFS-modulated aortic cell cluster (MFSmod) only in the *Fbn1^mgR/mgR^* aorta that is related at the transcript level to the SMC-derived modSMC cluster of the human TAA transcriptome (9). MFSmod cells are located in the intimal layer of the diseased aorta and disappear when *Fbn1^mgR/mgR^* mice are chronically treated with the antihypertensive drug losartan. Altogether, our findings indicate that MFSmod aortic cell identity is an important event associated with progressively severe arterial disease in both mice and humans.

## Results

### Identification of aneurysm-specific EC4 and SMC3 clusters.

TAA development has been extensively detailed in *Fbn1^mgR/mgR^* mice with regard to the rate of aneurysm growth, onset of elevated angiotensin II type I receptor (At1r) and TGF-β signaling, progression of aortic tissue degeneration, and timing of acute aortic dissection and wall rupture (11). Single-cell transcriptomic analyses of ascending thoracic aortas from *Fbn1^mgR/mgR^* mice and WT littermates were performed at around P45 when vessel dilation becomes statistically significant (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.168793DS1) and before onset of TGF-β–driven unproductive aortic tissue remodeling (11). 

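Ascending aortas of 3 male WT mice at P45 were pooled into 1 droplet library, and those of 3 male *Fbn1 mgR/mgR* mice (mgR) into another. The authors aligned the reads to GRCm38 with CellRanger 5.0.1 and deposited, for each barcode and each of 32285 genes, the number of unique molecular identifiers (UMIs), without normalization. The WT library held 7858 barcodes with 83338726 UMIs, and the mgR library 10657 barcodes with 123956320 UMIs, with no barcode under 500 UMIs in either. With 1 library per condition there were no replicates, so no test between conditions was made. Shares of barcodes are given with exact (Clopper-Pearson) 95% binomial intervals and sums of UMIs, scaled to the total UMIs of the population as CPM, with exact 95% Poisson intervals, and both cover counting error only. The targeted gene served as a check of the labels. *Fbn1* (ENSMUSG00000027204, chromosome 2 from 125300594 to 125507993) was at 361 CPM (357 to 366) over the WT cells that passed the filter and at 150.1 CPM (148 to 152) over those of mgR, a ratio of 0.416.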

Transmural aortic tissue was dissected from immediately above the aortic valve to immediately below the brachiocephalic artery, cleaned of contaminating tissues, and enzymatically digested. Single-cell suspensions were immediately processed for RNA-seq on a Chromium (10× Genomics). A total of 13,427 cells were recovered after quality control (including doublet cell analyses) and integrated for major cell type discovery. 

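Barcodes with 600 to 5000 genes detected and at most 10% mitochondrial UMIs were kept, as in the paper's Methods. In the WT library 5361 barcodes passed, with a median of 13636 UMIs and 3468 genes, and in mgR 8076 passed, with a median of 12410.5 UMIs and 3317 genes, for a total of 13437. An artificial-neighbor score, computed as DoubletFinder computes it, called 209 doublets in WT (3.90%) and 473 in mgR (5.86%). Called doublets were marked and kept in. The largest change in the number passing came with a mitochondrial limit of 5%, which left 1999 barcodes in WT and 5231 in mgR.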

SMCs, ECs, fibroblasts, and immune cells are all major aortic cell types that were identified (Figure 1A). Expression of the top 10 marker genes selected for each population as described in the Methods confirmed their distinct gene signatures (Figure 1B). 

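The names SMC-like, fibroblast-like, immune-like and EC-like were given here to clusters by lists of marker genes, with thresholds set after the clusters had been seen. The SMC-like class held 3613 WT and 3080 mgR barcodes, the fibroblast-like class 1383 and 2606, the immune-like class 111 and 1481, and the EC-like class 114 and 232. Clusters in which at least 10% of barcodes, thinned to 1000 UMIs, carried 3 or more UMIs from each of an SMC, a fibroblast and an immune gene panel were held apart as hybrid. They took up 26 WT barcodes (0.485%) and 336 mgR barcodes (4.16%). Schwann-like clusters had 13 and 24 barcodes. No name was reached for 101 WT barcodes (1.88%) and 317 mgR barcodes (3.93%), among them a cluster led by T cell genes and a cluster led by cell cycle genes. The median depth in mgR was 15361 UMIs in SMC-like, 12328.5 in fibroblast-like, 7870.0 in immune-like and 7760.0 in EC-like barcodes.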

As expected, the relative proportions of SMCs and immune cells were smaller and larger in the mutant than the WT aorta, respectively (Figure 1C). 

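Over all barcodes that passed the filter, the SMC-like share was 67.4% (66.1% to 68.6%) in WT and 38.1% (37.1% to 39.2%) in mgR. The immune-like share was 2.07% (1.71% to 2.49%) in WT and 18.3% (17.5% to 19.2%) in mgR. For fibroblast-like cells the shares were 25.8% and 32.3%. Between the libraries, the SMC-like share moved by -29.3 percentage points (-30.9 to -27.6) and the immune-like share by 16.3 points (15.3 to 17.2), each far beyond counting error, while the spread between mice could not be measured in pools. Among the alternatives, a minimum of 200 genes moved the SMC-like difference most, to -26.5 points, and giving each cell to the class with the highest marker level, without clusters, moved the immune-like difference most, to 18.1 points.

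**Figure D1:**
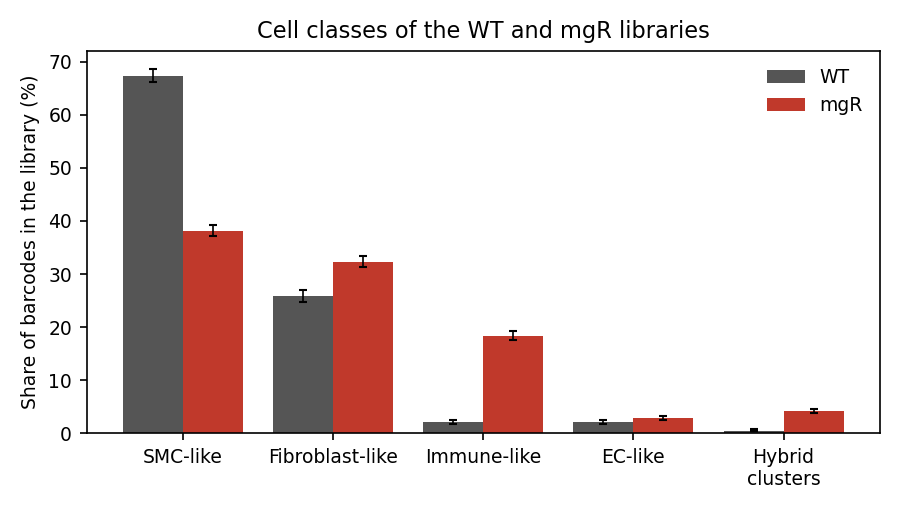
Share of barcodes, in percent of those that passed the filter, for each class in the WT and the mgR library, with 95% binomial intervals that cover counting error only. The SMC-like bars stand at 67.4% in WT and 38.1% in mgR.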

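EC-like clusters, named by markers such as *Pecam1*, *Cdh5* and *Cldn5*, made up 2.13% (1.76% to 2.55%) of WT and 2.87% (2.52% to 3.26%) of mgR barcodes, 0.746 percentage points apart (0.203 to 1.27). The difference depended most on how cells were named. With each cell given to the class with the highest mean marker level it was 2.57 points.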

Of note, there was also a modest increase in the proportion of ECs in *Fbn1^mgR/mgR^* aortas relative to the WT counterparts (Figure 1C).

Consistent with the scope of our study, an unsupervised graph-based clustering segregated SMCs and ECs of the mutant and WT aortas into distinct subpopulations defined by the expression of the respective canonical markers (Figure 2). We found 3 distinct clusters of SMC subpopulations shared by WT and *Fbn1^mgR/mgR^* aortas (Figure 2A). 

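SMC-like cells were renormalized, integrated and clustered again at resolution 0.5, with the genes named in the paper left out of the clustering genes, so that their levels did not shape the clusters. A single cluster had 4 of the 7 genes listed for SMC1 raised. This SMC1-like cluster held 859 of 3613 SMC-like barcodes in WT (23.8%, 22.4% to 25.2%) and 1153 of 3080 in mgR (37.4%, 35.7% to 39.2%). It was the largest in mgR, whereas the largest in WT was a cluster that met no list, with 1339 barcodes (37.1%) in WT and 513 (16.7%) in mgR. The shares rested on the settings. Without integration the SMC1-like cluster held 0.664% of SMC-like barcodes in WT and 68.3% in mgR, and with called doublets removed no cluster met the list. *Actn1* (ENSMUSG00000015143, chromosome 12 from 80167547 to 80260371) stood at 1759 CPM (1739 to 1778) in SMC1-like and 1652 CPM (1640.4 to 1663) in all SMC-like cells of mgR, against 305 CPM (299 to 311) in fibroblast-like cells. *Mylk4* (ENSMUSG00000044951, chromosome 13 from 32700834 to 32783954) stood at 667 CPM (655 to 679), 567 CPM (560.0 to 573) and 13.2 CPM (12.0 to 14.5) in the same populations.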

SMC1 is the largest cluster of both mutant and WT samples and was enriched in the expression of genes coding for proteins of the contractile apparatus, e.g., actinin α1 (*Actn1*) and myosin light-chain kinase 4 (*Mylk4*) (Figure 2, C and E). SMC2 represents a discrete cell cluster that was substantially decreased in *Fbn1^mgR/mgR^* aortas and that displayed a transcriptomic profile in between SMC1 and SMC3 (Figure 2, C and E). Thus, SMC2 may conceivably represent a phenotypic transition between the SMC1 and SMC3 subclusters. 

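At the settings used here no SMC cluster met the list of SMC2 genes in either library (0 of 3613 barcodes in WT and 0 of 3080 in mgR). At resolution 1.0 a cluster met it, with 9.27% of SMC-like barcodes in WT and 5.39% in mgR. Fig. 2C lists among the SMC2 genes *Gm42418* (ENSMUSG00000098178, chromosome 17 from 39846958 to 39848788) and *AY036118* (ENSMUSG00000105361, chromosome 17 from 39847113 to 39848035), which overlap on the chromosome. In SMC-like cells *Gm42418* had a ratio of mgR over WT of 0.551 and *AY036118* of 0.437. Both ratios were also below 1 in the fibroblast-like (0.679 and 0.574), immune-like (0.781 and 0.620) and EC-like (0.602 and 0.482) cells, so the number of cells that such a cluster holds was not compared between the libraries.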

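When SMC-like cells were clustered alone, no cluster met the list of 8 SMC3 genes (0 of 3613 barcodes in WT and 0 of 3080 in mgR). A cluster led by *Mgp*, *Vcam1*, *Timp1*, *Spp1*, *Fn1* and *Lum* was the nearest, with 157 WT (4.35%) and 329 mgR (10.7%) barcodes. With 20 dimensions in place of 30 a cluster met the list, with 43 WT and 115 mgR barcodes. A cluster with all 8 genes raised formed when the hybrid clusters were clustered together with the SMC-like cells, a step chosen after the data had been seen. The barcodes named EC4-like below had been taken out first, so the cluster could not share any with them. This SMC3 marker cluster held 212 mgR barcodes with a median of 2142.5 UMIs and 22 WT barcodes with a median of 8867.0 UMIs, 17 of the latter being called doublets. It stayed unnamed for its low depth in mgR. In mgR, *Dcn* (ENSMUSG00000019929, chromosome 10 from 97479609 to 97518143) was at 2760.1 CPM (2655 to 2868) in this cluster and at 23.9 CPM (21.7 to 26.3) in SMC1-like cells, whose median depth was 15489 UMIs. After thinning to 1000 UMIs, which left out no barcode of either, 85.8% and 2.08% of them carried a *Dcn* UMI (92.5% and 27.4% unthinned). *Lum* (ENSMUSG00000036446, chromosome 10 from 97565128 to 97572703) was at 564 CPM (517 to 614) and 12.4 CPM (10.8 to 14.1). *Hba-a1* (ENSMUSG00000069919, chromosome 11 from 32283511 to 32284465) was at 271 CPM (239 to 306) against 1.15 CPM (0.710 to 1.75) in SMC1-like and 16.0 CPM (15.2 to 16.8) in all mgR cells. An *Hba-a1* UMI was seen in 30.7% of this cluster and 0% of SMC1-like cells at 1000 UMIs. At 2000 UMIs, which left out the 96 shallowest of the 212 barcodes, the share in this cluster fell to 7.76%. *Actn1* and *Mylk4* were at 1153 CPM (1085 to 1223) and 315 CPM (281 to 353).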

SMC3 is another discrete cell cluster exclusively found in the *Fbn1^mgR/mgR^* aorta that is characterized by relatively low expression of contractility related genes and by augmented expression of genes related to the ECM, e.g., decorin (*Dcn*), lumican (*Lum*), and nitric oxide (NO) signaling (hemoglobin 1 [*Hba-a1*]) (Figure 2, C and E).

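EC-like cells clustered alone gave 4 clusters, of which 3 met the lists of EC1, EC2 and EC3 genes. The fourth, led by *Hapln1*, *Dcn* and *Ahsg*, met none and held 30 WT and 27 mgR barcodes. None of the 346 EC-like barcodes lay in a cluster with the EC4 genes, but the hybrid clusters had been held apart first and could not be among them. When the hybrid clusters were clustered together with the EC-like cells, an alternative chosen after the data had been seen, a cluster had all 9 listed EC4 genes raised. Of these genes, all but *Ccn3* and *Gsn* belong to the panels that set the hybrid clusters apart. Their rise was therefore in part fixed by the selection. Immune genes led the cluster, *Cxcl2*, *Il1b* and *Wfdc17* first. This EC4-like cluster held 139 mgR barcodes, 1.72% (1.45% to 2.03%) of the library, and 1 WT barcode. With called doublets removed it held 155 mgR and 57 WT barcodes. Other hybrid barcodes fell into an unnamed cluster of 105 mgR and 25 WT barcodes, of which 26.7% and 76.0% were called doublets, and an unnamed cluster led by globin genes with 96 mgR and 3 WT barcodes and a median of 1450.5 UMIs in mgR. Because a cluster mostly of 1 library may be that library rather than a type, barcodes were also counted by the panels alone, without clusters. In WT 2 of 5354 (0.0374%, 0.00452% to 0.135%) and in mgR 225 of 8069 (2.79%, 2.44% to 3.17%) carried at least 3 UMIs of each panel at 1000 UMIs, with 7 shallower barcodes left out of each library. A minimum of 2 UMIs moved the difference most, from 2.75 to 4.14 percentage points.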

EC reclustering identified a total of 4 discrete subpopulations in WT and *Fbn1^mgR/mgR^* aortas; 3 of them (EC1–EC3) are common to both genotypes, whereas EC4 is only found in the fibrillin-1–deficient aorta (Figure 2B). 

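EC1-like barcodes numbered 41 of 114 EC-like in WT (36.0%) and 87 of 232 in mgR (37.5%), EC2-like 15 (13.2%) and 37 (15.9%), and EC3-like 28 (24.6%) and 81 (34.9%). The EC1-like share of WT ranged from 9.65% to 62.3% over the alternatives. The EC2-like share of WT ranged only from 13.2% to 14.4%, and the EC3-like share from 23.6% to 24.6%.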

EC1–EC3 correspond to the previously described endothelial clusters enriched in the expression of genes related to ECM production (EC1), lipid handling and angiogenesis (EC2), and lymphatic function (EC3) (Figure 2, D and E, and Supplemental Figure 2) (5). 

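In the EC4-like barcodes of mgR, which had a median of 5313 UMIs and 2247 genes, *Thbs1* (ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133) was at 1039 CPM (973 to 1108). At 1000 UMIs it was seen in 62.6% of them and in 2.43% of SMC1-like barcodes (97.8% and 18.0% unthinned, no barcode of either left out). *Dcn* and *Lum* stood at 4495 CPM (4356 to 4637) and 866 CPM (805 to 929), against 1052 CPM (1006 to 1099) and 82.7 CPM (70.3 to 96.7) in EC-like cells. *H2-Aa* (ENSMUSG00000036594, chromosome 17 from 34282744 to 34287823) was at 454 CPM (410.5 to 500.5) in EC4-like, 55.8 CPM (45.7 to 67.5) in EC-like, 6.97 CPM (6.24 to 7.76) in SMC-like and 3481 CPM (3448 to 3514) in immune-like cells, and *H2-Eb1* (ENSMUSG00000060586, chromosome 17 from 34305867 to 34316674) and *H2-Ab1* (ENSMUSG00000073421, chromosome 17 from 34257689 to 34269419) were at 344 CPM (306 to 385) and 327 CPM (290.4 to 367) in EC4-like cells. *Myh11* (ENSMUSG00000018830, chromosome 16 from 14194535 to 14291372), *Tagln* (ENSMUSG00000032085, chromosome 9 from 45929619 to 45936058), *Acta2* (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590) and *Cd74* (ENSMUSG00000024610, chromosome 18 from 60803848 to 60812652) belong to the panels that set the hybrid clusters apart, so their levels there were raised in part by the selection. They were at 1256 CPM (1183 to 1332), 3966 CPM (3836 to 4100.0), 5902 CPM (5742 to 6064) and 802 CPM (744 to 864) in EC4-like cells, and at 82.2 CPM (69.8 to 96.1), 601 CPM (567 to 637), 736 CPM (698 to 775) and 149.6 CPM (133 to 168) in EC-like cells. *Pecam1* (ENSMUSG00000020717, chromosome 11 from 106654217 to 106750628) and *Cdh5* (ENSMUSG00000031871, chromosome 8 from 104101625 to 104144511) were at 119 CPM (97.2 to 144) and 93.9 CPM (74.8 to 116) in EC4-like cells and at 1345 CPM (1293 to 1398) and 574 CPM (540.5 to 609) in EC-like cells.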

EC4 displays a transcriptional profile largely composed of the same genes previously shown to be upregulated in response to chronic disturbed flow (8), such as thrombospondin-1 (*Thbs1*) and marker genes of SMCs (myosin heavy chain 11 [*Myh11*], transgelin [*Tagln*], and smooth muscle 2 actin [*Acta2*]), fibroblasts (*Dcn* and *Lum*), and immune cells (histocompatibility 2, class II antigen [*Cd74*], antigen E1 [*H2-eb1*], antigen A [*H2-aa*], and antigen A1 [*H2-ab1*]) (Figure 2, D and E, and Supplemental Figure 3A). In line with this finding, en face tissue sections probed with antibodies against an indicator of EC polarization against flow, Golgi matrix protein 130 (GM130) (12), documented significantly disturbed flow in the aortas of *Fbn1^mgR/mgR^* mice (Supplemental Figure 3, B and C). Lastly, enrichment analysis of differentially expressed genes using the public database Reactome identified biological processes overrepresented in the various SMC and EC subpopulations, thus providing an additional characterization of these aortic cell types (Supplemental Figures 4 and 5). In particular, our analysis highlighted collagen and elastic fibrillogenesis, and integrin- and non–integrin-mediated cell-matrix interactions among the biological processes activated in the TAA-associated EC4 and SMC3 clusters, respectively (Supplemental Figures 4 and 5).

### Phenotypic modulation between SMC3 and EC4 clusters.

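Among the EC4-like barcodes of mgR, 5 of 139 (3.60%) were called doublets. Of the 212 mgR barcodes in the SMC3 marker cluster, 46 (21.7%) were. This cluster drew on hybrid clusters, picked for mixed transcripts, and among all 3080 SMC-like barcodes of mgR 31 (1.01%) were called. A neighborhood of 5% in place of 1% moved the EC4-like number to 30.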

A doublet cell analysis using the DoubleFinder package predicted no enrichment of doublet clustering among the 133 EC4 cells and only 2 doublets out of the 127 SMC3 cells. We used trajectory analysis to investigate the possibility of dynamic transcriptomic modulations of ECs and SMCs in the ascending aorta of *Fbn1^mgR/mgR^* mice. As a result, the EC4 trajectory was placed closer to SMC3 than to any of the other EC clusters, thus predicting phenotypic dynamics between the SMC3 and EC4 subpopulations (Figure 3A). Furthermore, ligand-receptor analysis of scRNA-seq data revealed a higher degree of similarity between EC4 and SMC3 in both incoming and outgoing signaling pathways, compared with the other EC and SMC subpopulations (Supplemental Figure 6). This in silico analysis predicted that EC4 have elevated outgoing thrombospondin signaling, particularly the NO-signaling regulator Thbs1 (Supplemental Figure 7) (13). 

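Closeness was measured here as the Pearson correlation across 2003 genes between mean log profiles of mgR populations, where genes are not independent replicates. The EC4-like profile had a correlation of 0.925 with the SMC3 marker cluster, 0.631 with EC1-like, 0.575 with EC3-like and 0.550 with EC2-like cells. It was 0.797 with SMC1-like and 0.842 with fibroblast-like cells, and 0.947 with the mean profile of the whole mgR library. For the SMC3 marker cluster the correlation with that mean profile was 0.960, and with SMC-like cells 0.918. Over all genes detected, the correlation between the EC4-like and the SMC3 profile was 0.966, and as a rank correlation it was 0.880. Both clusters drew on the hybrid clusters, which were set apart by joint SMC, fibroblast and immune transcripts. The genes of these panels were not left out of the correlation. Part of the closeness of the EC4-like and SMC3 profiles, and of their distance from EC1-like to EC3-like cells, may thus come from the selection.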

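*Thbs1* UMIs in mgR were also summed for the other populations. EC1-like cells were at 1469.7 CPM (1377 to 1567), the SMC3 marker cluster at 291 CPM (258 to 328) and SMC1-like cells at 34.9 CPM (32.2 to 37.7). Over all SMC-like cells the level was 178 CPM (174 to 181) in mgR and 15.8 CPM (14.7 to 16.9) in WT, a ratio of 11.2 (10.5 to 12.1).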

Based on these strong predictive findings, subsequent analyses were performed by combining the SMC3 and EC4 transcriptomes into a single modulated cell cluster (MFSmod) exclusively associated with dissecting TAA (Figure 3A). RNAscope in situ hybridization using probes against transcripts from ECM-related genes, which are expressed at lower levels in cell clusters other than MFSmod (Figure 4, A and B), revealed a patchy distribution of this unique subpopulation in the intimal cell layer of the MFS aorta (Figure 4C and Supplemental Figure 8). 

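Of the 4 probed genes, *Dcn* and *Lum* were higher in the EC4-like and SMC3 marker clusters of mgR than in the EC-like and SMC-like classes (for *Dcn* 83.9 CPM in SMC-like cells and for *Lum* 61.1 CPM). *Thbs1* was at 601 CPM in EC-like cells of mgR. That was below the 1039 CPM of EC4-like cells but above the 291 CPM of the SMC3 marker cluster. *Mmp2* (ENSMUSG00000031740, chromosome 8 from 92827291 to 92853420) was at 277 CPM (244 to 314) in EC4-like cells, 240.5 CPM (210.3 to 274) in the SMC3 marker cluster, 73.8 CPM (71.4 to 76.3) in SMC-like, 76.9 CPM (64.9 to 90.4) in EC-like and 184 CPM (152 to 220.4) in EC1-like cells. The paper combined SMC3 and EC4 into the MFSmod cluster on the ground of the trajectory and the ligand-receptor predictions, which were not analysed here, and states from the probes that these cells lie in patches along the intima.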

Immunofluorescent costaining of en face tissue sections confirmed MFSmod localization by identifying cells that coexpress endothelial CD31 and EC4 unique marker Thbs1 (Supplemental Figure 9). *Thbs1* expression in the intimal layer implicitly validated the computational prediction of elevated EC4 secretion of this matricellular protein (Figure 4C and Supplemental Figure 7). As expected, adventitial fibroblasts were also found to express some of these ECM-related genes (Figure 4C).

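Fibroblast-like cells of mgR had 8282 CPM (8250.5 to 8313) of *Dcn*, 1837 CPM (1823 to 1852) of *Lum*, 489 CPM (481 to 497) of *Mmp2* and 1149 CPM (1137 to 1161) of *Thbs1*. In WT they had 960.4 CPM (945 to 976) of *Thbs1*.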

### TAA-associated aortic cell modulation occurs in both MFS mice and MFS patients.

Next, we compared the aortic EC and SMC transcriptomes of *Fbn1^mgR/mgR^* mice, including the MFSmod transcriptome, with those that Pedroza et al. (9) recently identified in aneurysmal tissues of *Fbn1^C1041G/+^* mice and an MFS patient. Specifically, the authors identified a distinct cluster of SMCs modulated at the transcript level (modSMCs) only in aortic aneurysm tissue of *Fbn1^C1041G/+^* mice (9). They also reported that modSMCs cocluster with analogous cell subpopulations in an SMC lineage–traced atherosclerosis mouse model, and in the dilated aortic root of an MFS patient (9). Integration of scRNA-seq data sets showed that major aortic cell types (ECs, SMCs, fibroblasts, and immune cells) of *Fbn1^mgR/mgR^* and *Fbn1^C1041G/+^* mice cluster together, and that MFSmod cells reside closely to and slightly overlap with the modSMC subpopulation (Supplemental Figure 10). Additional comparative analyses predicted close transcriptomic homology between MFSmod and both mouse and human modSMCs (Figure 3, B and C). Lastly, highly expressed MFSmod genes overlapping with mouse and human modSMCs were identified and found to largely correspond to biological pathways related to ECM remodeling and cell-matrix interactions (Supplemental Figure 11, A and B).

As enriched TGF-β1 signaling was implicated in driving modSMCs in *Fbn1^C1041G/+^* mice, we used the same computational approach as Pedroza et al. (9) to predict whether or not TAA-associated phenotypic cell modulation was driven by TGF-β in *Fbn1^mgR/mgR^* mice as well. 

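UMIs of 4 genes of the TGF-β pathway were summed over the SMC-like cells of each library. *Tgfb1* (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077) was at 36.6 CPM in mgR and 26.6 CPM in WT, a ratio of 1.38 (1.28 to 1.48). *Tgfb2* (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989) was at 259.9 CPM and 172 CPM, a ratio of 1.51 (1.47 to 1.55). *Tgfb3* (ENSMUSG00000021253, chromosome 12 from 86056745 to 86079041) was at 107 CPM and 60.5 CPM, a ratio of 1.77 (1.69 to 1.85). *Smad7* (ENSMUSG00000025880, chromosome 18 from 75367529 to 75395935) was at 217 CPM and 136 CPM, a ratio of 1.59 (1.55 to 1.64). The intervals of these ratios are exact conditional binomial ones and leave out the spread between mice. Restricting the sums to SMC1-like cells moved the ratios most and brought *Smad7* to 0.989 (0.941 to 1.04).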

Even though our analysis predicts *Tgfb2* and *Tgfb3* upregulation in SMCs of P45 *Fbn1^mgR/mgR^* mice, concomitant elevation of *Smad7* expression in these cells suggests inhibition rather than activation of the canonical TGF-β signaling pathway (Supplemental Figure 12A). Furthermore, our findings indicate that upregulation of TGF-β ligands and inhibitory Smad7 is largely associated with the SMC1 cluster rather than MFSmod cells (Supplemental Figure 12B). 

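In SMC1-like cells the ratio of mgR over WT was 1.73 (1.63 to 1.83) for *Tgfb2*, 1.96 (1.80 to 2.13) for *Tgfb3* and 1.05 (0.927 to 1.20) for *Tgfb1*, while *Smad7* stood at 205 CPM (198 to 212) in mgR and 207 CPM (199 to 215) in WT. EC4-like cells of mgR had 72.4 CPM (55.8 to 92.5) of *Tgfb1*, 173 CPM (147 to 203) of *Tgfb2*, 77.0 CPM (59.8 to 97.6) of *Tgfb3* and 171 CPM (145 to 200.4) of *Smad7*. The SMC3 marker cluster had 40.1 CPM (28.4 to 55.0), 177 CPM (151 to 206), 115 CPM (94.4 to 139) and 234 CPM (204 to 267) of the same genes. From the rise of *Smad7* beside the ligands, and from the cluster in which they rise, the paper proposes that canonical TGF-β signaling was inhibited rather than activated in these cells.

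**Figure D2:**
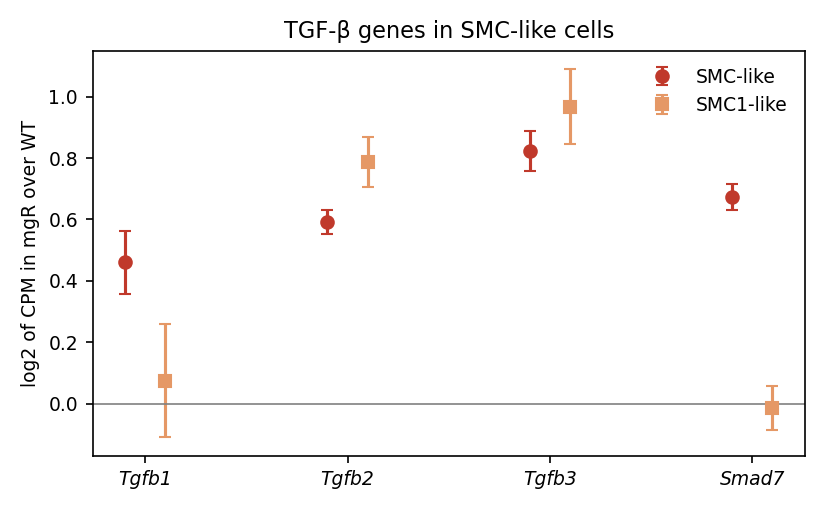
Log2 of the CPM in mgR over the CPM in WT of *Tgfb1*, *Tgfb2*, *Tgfb3* and *Smad7*, in SMC-like and in SMC1-like cells, with 95% intervals that cover counting error only. *Smad7* stands at 0.67 in SMC-like cells and at -0.015 in SMC1-like cells.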

We therefore conclude that enhanced TGF-β signaling is not a prominent upstream driver of aortic cell phenotypic modulation in MFS.

### Losartan-mediated TAA mitigation is associated with MFSmod disappearance.

Inhibition of At1r signaling through systemic administration of losartan substantially mitigates TAA progression in different mouse models of MFS (3). We therefore performed scRNA-seq experiments to assess whether the beneficial action of At1r antagonism may be associated with transcriptomic changes in the *Fbn1^mgR/mgR^* aorta. Drug effectiveness was ensured by monitoring aortic diameter size at the end of experimental time, i.e., after 4 weeks of chronic drug treatment (Supplemental Figure 1). A total of 20,783 cells were recovered after quality control and log normalization, and employed for each treatment condition. 

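The losartan library pooled the aortas of 4 male mice that received 0.6 g/L losartan in the drinking water from P16 to P45. It held 14663 barcodes with 121436873 UMIs and was aligned with CellRanger 6.0.1, whereas the other libraries were aligned with 5.0.1, so treatment and CellRanger version cannot be told apart. The mgR library without losartan was the same as in the comparison with WT, and its labels do not say whether its mice drank vehicle. Of the losartan barcodes 12721 passed the filter, with a median of 8334 UMIs and 2619 genes, which gave 20797 together with mgR. Called doublets numbered 1219 (9.58%). *Fbn1* was at 117 CPM (115 to 119), 0.323 of the WT level.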

Data from WT and losartan- or vehicle-treated *Fbn1^mgR/mgR^* mice were integrated before SMC and EC reclustering and analysis. Losartan treatment normalized the transcriptomic cell profile of the ascending thoracic aorta by increasing SMC1 and SMC2 relative representation and by inhibiting MFSmod formation (Figure 5A). 

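With all 3 libraries integrated, the SMC-like share was 67.4% in WT, 37.9% in mgR and 61.1% with losartan, and the immune-like share was 2.15%, 19.5% and 6.35%. Losartan and mgR differed by 23.2 percentage points (21.9 to 24.6) in the SMC-like share and by -13.2 (-14.1 to -12.2) in the immune-like share, against counting error only. The fibroblast-like share was 32.0% in mgR and 28.8% with losartan, a difference that a removal of called doublets moved most, from -3.22 to -6.13 points. Hybrid clusters held 61 WT barcodes (1.14%), 325 mgR barcodes (4.02%) and 42 losartan barcodes (0.330%). Of the SMC-like cells, 16.2% in WT, 24.9% in mgR and 12.2% with losartan were SMC1-like. None lay in a cluster with all listed SMC2 genes raised, as the rule required, and 48 (1.33%), 160 (5.23%) and 250 (3.21%) lay in a cluster that met the SMC3 list. With the hybrid clusters, less the EC4-like barcodes, added to the SMC-like cells, a step chosen after the data had been seen, 90 of 3671 WT (2.45%), 305 of 3266 mgR (9.34%) and 151 of 7810 losartan barcodes (1.93%) lay in clusters that met this list. The cluster among them with all 8 genes raised held 57, 202 and 19, and 14 of the 19 were called doublets. In the clustering of hybrid with EC-like barcodes, chosen after the data had been seen, the EC4-like cluster held 2 WT, 122 mgR and 10 losartan barcodes, and all 10 of the latter were called doublets. By the panels alone, 85 of 12713 losartan barcodes (0.669%, 0.534% to 0.826%) were hybrid, with 8 left out, and 51 of the 85 (60.0%) were called doublets, against 44 (19.6%) of the hybrid barcodes of mgR. The paper states from its own clustering that losartan normalized the cell profile of the ascending aorta.

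**Figure D3:**
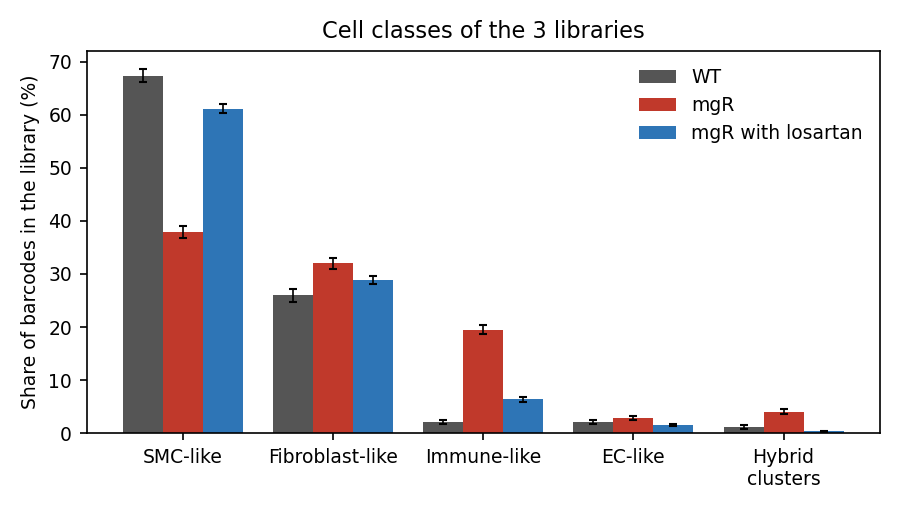
Share of barcodes, in percent of those that passed the filter, for each class in the WT, mgR and losartan libraries, with 95% binomial intervals that cover counting error only. The SMC-like bars stand at 67.4%, 37.9% and 61.1%.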

RNAscope in situ hybridization provided in vivo validation that these transcriptomic changes were associated with downregulation of the 4 ECM-related genes highly expressed in the MFSmod cell cluster of *Fbn1^mgR/mgR^* mice (Figure 5B). These findings further reiterate that MFSmod is specifically associated with arterial disease.

## Discussion

By impairing the structural integrity of the vessel wall, mutations in fibrillin-1 trigger a cascade of cellular and molecular abnormalities in responses to physiological hemodynamic load that promote progressive enlargement of the ascending thoracic aorta, leading to acute aortic dissection (1–3). A large body of work has implicated dysregulated angiotensin II, NO, and TGF-β signaling as major molecular determinants of TAA progression in MFS mouse models of dissecting and nondissecting aneurysm (*Fbn1^mgR/mgR^* and *Fbn1^C1041G/+^* mice, respectively) (3). The major finding of our single-cell transcriptomic profiling of aortic cells in *Fbn1^mgR/mgR^* mice is the identification of a discrete subpopulation of phenotypically modulated cells (MFSmod cells) that are (a) uniquely associated with dissecting TAA, (b) enriched in the expression of disturbed flow–related genes, (c) sensitive to the action of an At1r antagonist that delays TAA progression, and (d) similar at the transcript level to an SMC modulated cell cluster previously identified in human aneurysmal tissue (9).

Interpretation of data from single-cell transcriptomic profiling at early and late stages of TAA progression recently correlated upregulation of *Klf4* and TGF-β–responsive genes with driving SMC modulation in the aorta of *Fbn1^C1041G/+^* mice (9). Additional bioinformatics analyses coclustered modSMCs of *Fbn1^C1041G/+^* mice with analogous cell subpopulations in an SMC lineage–traced atherosclerosis mouse model, and in the dilated aortic root of an MFS patient (9). Our identification of TAA-associated MFSmod in the aorta of *Fbn1^mgR/mgR^* mice was based on the finding of 2 discrete aortic cell clusters (SMC3 and EC4) that a pseudotime trajectory analysis placed closer to each other than to any other SMC and EC subpopulation. SMC3 is characterized by the relative upregulation of genes related to the ECM and NO signaling, and the relative downregulation of genes coding for components of the contractile network. The EC4 cluster, on the other hand, displays a hybrid transcriptomic profile closely resembling the mesenchyme/immune cell expression pattern recently reported to characterize ECs reprogrammed to proatherogenic phenotypes by disturbed flow (8). We speculate that disturbed flow may also reprogram aortic SMCs to undergo mesenchymal-endothelial transition (MEndT) in *Fbn1^mgR/mgR^* mice. Our conclusion is based on the following indirect evidence: (a) MFSmod cells are of SMC origin because of their transcriptomic similarity to modSMCs of *Fbn1^C1041G/+^* mice, which is in turn analogous to an SMC lineage–traced cell subpopulation in atherosclerotic mice; and (b) SMC-derived MFSmod cells include subcluster EC4, which express canonical endothelial marker genes.

MEndT is a rare phenomenon that was also reported to occur after acute ischemic heart injury when cardiac fibroblasts participate in neovascularization by adopting an EC-like phenotype (14). An important feature that distinguishes TAA-associated MEndT from cardiac hypertrophy–associated MEndT is the identity of the mesenchymal cell type (SMCs vs. fibroblasts). Additionally, whereas cardiac MEndT plays a protective role, a strict MFSmod association with TAA formation conceivably reflects a pathogenic contribution of this cell subpopulation. For example, MFSmod cell localization in the intimal layer could be interpreted to reflect flow-induced reprogramming of discrete subendothelial SMCs to breach the internal elastic lamina. We previously documented a comparable mitigation of TAA pathology in *Fbn1^mgR/mgR^* mice either treated with losartan or lacking At1r signaling in ECs (11, 15). Thus, we speculate that the MFSmod association with losartan-induced TAA mitigation implicates At1r signaling in ECs in mediating flow-induced reprogramming of this discrete cluster of subendothelial cells. Ongoing investigations are characterizing the activating mechanism(s) and possible pathogenic contribution(s) of MFSmod.

Pedroza et al. (9) interpreted the finding of high expression of *Tgfb1* and potential genomic targets of TGF-β signaling in modSMCs to suggest the cytokine’s involvement in driving this phenotypic modulation in the *Fbn1^C1041G/+^* aorta (9). However, we found no evidence of augmented expression of genes related to the canonical TGF-β signaling pathway in the MFSmod transcriptome. In point of fact, upregulation of both TGF-β1 and TGF-β2 ligands and inhibitory Smad7 in the large SMC1 cluster indicates a potential block of TGF-β signaling in the media of P45 *Fbn1^mgR/mgR^* mice. Such a conclusion is in line with the report of potentially compromised TGF-β signaling in aneurysmal aortic tissue of MFS patients (10). It is also consistent with our earlier findings that Smad2 phosphorylation levels in the aorta of *Fbn1^mgR/mgR^* mice increase at a later stage than P45, and that systemic TGF-β neutralization between P16 and P45 dramatically accelerates the incidence of acute aortic dissection and rupture (11). Substantial differences in TAA natural history are likely to account for this apparent discrepancy between the MFS mouse models used in our and Pedroza et al.’s (9) studies.

We acknowledge certain limitations for using scRNA-seq as it may pertain to our comprehensive analysis, whereby aspects of low coverage and depth of sequence complexity, and inability to capture the entire spectrum of cells and transcript isoforms may fail to delineate all biological processes underlying TAA development. The efficient isolation of cell numbers and their proportion are additional technical challenges, particularly when studying a mouse model of early-onset, progressively severe aneurysm. In spite of these limitations, our efforts nonetheless point to overwhelming evidence for discrete EC and SMC subpopulations linked to the disease phenotype and thus, provide a strong roadmap for future investigations supported by advances in single-cell genomic technologies.

## Methods

### Mice.

Hypomorphic *Fbn1^mgR/mgR^* mice were routinely backcrossed for 10 generations on the C57BL/6J background (Jackson Laboratory, strain 00664) to avoid possible phenotypic changes due to genetic drift (11). Mutant mice and WT littermates were euthanized to harvest aortic specimens spanning from immediately above the aortic root to immediately before the brachiocephalic artery. Drug treatment included *Fbn1^mgR/mgR^* mice that received either losartan (0.6 g/L; LKT Labs) or vehicle through drinking water from P16 to P45, as well as vehicle-treated WT mice (11). Ascending aorta diameters were monitored by echocardiography at the end of treatment; based on these data, selected mutant mice were euthanized for ex vivo analyses (11). Vessel diameters were measured by a VisualSonics Vevo 2100 imaging system equipped with a 40-MHz transducer. Long-axis parasternal views of the aorta were captured using B-mode under isoflurane anesthesia, and 4 images per mouse were measured and averaged to obtain diameter (mm) values (11). All experiments were performed using male mice to ensure consistency with our previous studies of cardiovascular abnormalities in *Fbn1^mgR/mgR^* mice (3) by avoiding possible sex-related variances.

### En face immunostaining.

Aortas harvested from euthanized WT and *Fbn1^mgR/mgR^* mice (*n* = 3 per genotype) were perfused with PBS and 4% paraformaldehyde and cut open longitudinally (en face), as described previously (16). Samples were fixed in 4% paraformaldehyde for 30 minutes at room temperature followed by incubation with permeabilization/blocking buffer (2.5% BSA, 5% milk, and 0.5% Triton X-100 in PBS) for 1 hour. Aortic en face preparations were incubated overnight at 4**°**C with either 1:100 dilution of primary antibody against Golgi matrix protein 130 (GM130; 610822, BD Biosciences) or with 1:50 dilution of primary antibodies against CD31 (553370, BD Biosciences) and Thbs1 (39-9300, Thermo Fisher Scientific) followed by incubation with fluorophore-conjugated secondary antibody at room temperature for 1 hour and DAPI counter staining. Fluorescence images were acquired using an LSM880 confocal microscope (Zeiss) with 63× (GM130 staining) or 40× and 100× (CD31 and Thbs1 double staining) objectives; *Z*-stack images were overlaid and exported by ZEN Blue software (Zeiss). Flow-induced EC polarization was evaluated as the angle between the vector of flow direction (obtained by knowledge of flow direction within the slide) and the line from the center of the nucleus to the center of the Golgi. To this end, 5 different aortic fields per mouse were imaged and independently analyzed by 2 individuals blinded to genotype. Cells were classified according to their orientation against, alongside, and oblique to the direction of blood flow, and the cumulative estimates for each grouping are expressed as percentage over the total cell number counted per field (12). Values per mouse were averaged and plotted using GraphPad Prism software 9.0.

### In situ hybridization.

Aortic specimens (*n* = 3 per genotype and treatment) were fixed with formalin, embedded in paraffin, and sectioned at 5 μm thickness. Hart’s staining was used to evaluate elastic architecture (17). The RNAscope 2.5 HD RED system (Advanced Cell Diagnostics [ACD]) was used to localize gene transcripts in situ according to the manufacturer’s instructions. Probes included those against *Thbs1* (457891, ACD), *Lum* (480361, ACD), *Dcn* (413281, ACD), and *Mmp2* (315931, ACD). Brightfield images were acquired using a Leica microscope (model DM2500) mounted with 10× and 40× objectives.

### scRNA-seq.

Ascending thoracic aortas were harvested from euthanized P45 *Fbn1^mgR/mgR^* and WT mice (*n* = 3 per genotype), and losartan- and vehicle-treated *Fbn1^mgR/mgR^* mice (*n* = 4 and 3, respectively). Aortic tissues of each genotype and treatment arm were pooled together, cleaned, minced, and digested in Hank’s balanced salt solution (14170112, Gibco) containing elastase (0.5 mg/mL, LS006365, Worthington) and collagenase A (10103578001, Roche) for 1 hour at 37°C and then passed through a 40 μm filter. Single-cell suspensions were incubated with eBioscience 1× RBC Lysis Buffer (00-4333-57, Invitrogen) for 3 minutes and collected in PBS containing 1% UltraPure BSA (AM2616, Invitrogen). After confirming cell count and viability using an EVOS M7000 imaging system (Invitrogen), each sample was immediately processed by the Genomics Core at Icahn School of Medicine at Mount Sinai according to the manufacturer’s instructions (Chromium Next GEM Single Cell 3′ Reagent Kits v3.1, 10× Genomics).

### scRNA-seq data processing and analysis.

Initial sequence alignment was performed using CellRanger (18). Analysis Pipeline (10× Genomics) and GRCm38 (mm10) genome assembly (https://support.10xgenomics.com/single-cell-gene-expression/software/release-notes/build#mm10_2020A) were used as the reference genome throughout our analysis. Sequencing data were examined using Seurat package (v4.0.6) under R (v4.1.1.) (19). Cells with greater than 10% expression of mitochondrial genes and cells with expression of less than 600 or greater than 5000 genes were filtered out from further analysis. Each sample was preprocessed individually before being integrated by group type. Doublet cell proportion was estimated using the DoubleFinder package with threshold nFeature>200, mitochondria percentage<10 (20). Optimal pK value was selected based on cell clustering. Doublet cell number was predicted based on Poisson statistics with and without homotypic doublet proportion. Log normalization and canonical correlation analysis methods were applied to discover anchors among samples. Iterative pairwise integration was used to define the distance between data sets, which was used to cluster the distance matrix. Once integrated, significant principal components were used to perform unsupervised K-nearest neighbor (KNN) graph-based clustering. Major aortic cell types were identified based on the expression of canonical marker genes and the result from the singleR automatic annotation method using its built-in references (21). To analyze individual cell types, cell subsets from those annotations were renormalized and reintegrated for cell type subcluster calls generated as uniform manifold approximation and projection (UMAP). Identification of marker genes of each cluster/subcluster relied on differential expression analysis (Wilcoxon’s rank-sum test) of FindAllMarkers function of Seurat (https://satijalab.org/seurat/reference/findallmarkers) with the requirement of 25% expression in each given cluster/subcluster and an FDR cutoff of less than 0.05 and log_2_(fold change) greater than 0.25. Monocle 3 was used for trajectory analysis on selected groups of cells (22). After log normalization and running PCA, batch correction and dimension reduction were performed for cell clustering and assigning partitions. Reversed graph embedding was used to learn the principal graph from the reduced dimension space, and then the individual position of every single cell was plotted in a learned trajectory. CellChat (v1.1.3) was employed to quantitatively infer and analyze possible intercellular communications (23). Overexpressed ligand and receptor interactions were identified for each population, and resulting data were subsequently projected onto a protein-protein interaction network. Communication patterns were inferred by assigning each interaction a probability and performing a permutation test, and communication probability was calculated by modeling ligand-receptor–mediated interactions using the law of mass. *Fbn1^C1041G/+^* and *Fbn1^mgR/mgR^* data set integration, analysis, and comparison were performed by Seurat using the SCTransform integration. Marker genes for modSMCs and the MFS patient were built with the FindMarkers function via the nonparametric Wilcoxon’s rank-sum test, with the requirement of minimum percentage greater than 0.25 and log2(fold change) greater than 0.25. Data sets of the MFS patient (GSM4646673) and *Fbn1^C1041G/+^* mouse (GSM4646669 and GSM4646670) were downloaded from the NCBI Gene Expression Omnibus (GEO GSE153534) (9). Enriched pathways in each unique subpopulation were predicted using the Reactome package (https://bioconductor.org/packages/release/bioc/html/ReactomePA.html) based on their marker genes. Benjamini-Hochberg correction was applied to adjust for multiple comparisons.

### Data sharing and access.

FASTQ data used for the present study, including MFS mice with and without losartan treatment and respective WT littermates, are publicly available via the NCBI (GEO GSE227776).

### Statistics.

Marker genes for each cluster were identified using FindAllMarkers function of the Seurat package (Wilcoxon’s rank-sum test with the requirement of >25% expression, FDR cutoff < 0.05, and log_2_[fold change] > 0.25). Relative proportion of major cell groups was evaluated with scDC (v0.1.0) (https://github.com/SydneyBioX/scDC) using bias-corrected and accelerated (BCa) bootstrap confidence intervals, and FDR significance (<0.05) between groups was calculated after generalized linear model (GLM) fitting (22). For cell-cell communication analysis, the trimean method was used to compute the communication probability between any interacting cell groups. Communication probability on the signaling-pathway level was computed with a *P* value threshold of 0.05. Cell-cell communication was filtered out when fewer than 10 cells were observed in certain cell groups. For evaluation of EC polarization, logit transformation was performed for percentage of each EC orientation prior to 1-way ANOVA test (*P ≤ 0.05); data are presented using GraphPad Prism software 9.0 as mean ± SEM. Aortic diameters obtained by ultrasound were evaluated with 1-way ANOVA followed by Tukey’s post hoc analysis or Bonferroni’s test using GraphPad Prism software.

### Study approval.

The Institutional Animal Care and Use Committee of the Icahn School of Medicine at Mount Sinai in New York City reviewed and approved all animal studies.

## Author contributions

YS and KA worked closely together in designing, performing, and interpreting all the scRNA-seq experiments, with the latter individual devoting more time to the experimental aspect of the study under FR’s supervision, and the former on the computational analyses under MJW’s supervision. LS and AC performed in vivo validation experiments of disturbed flow and MFSmod tissue localization. JH provided independent evaluation of the computational findings under RI’s supervision. FR conceived the study and wrote the manuscript, with critical input from all authors.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
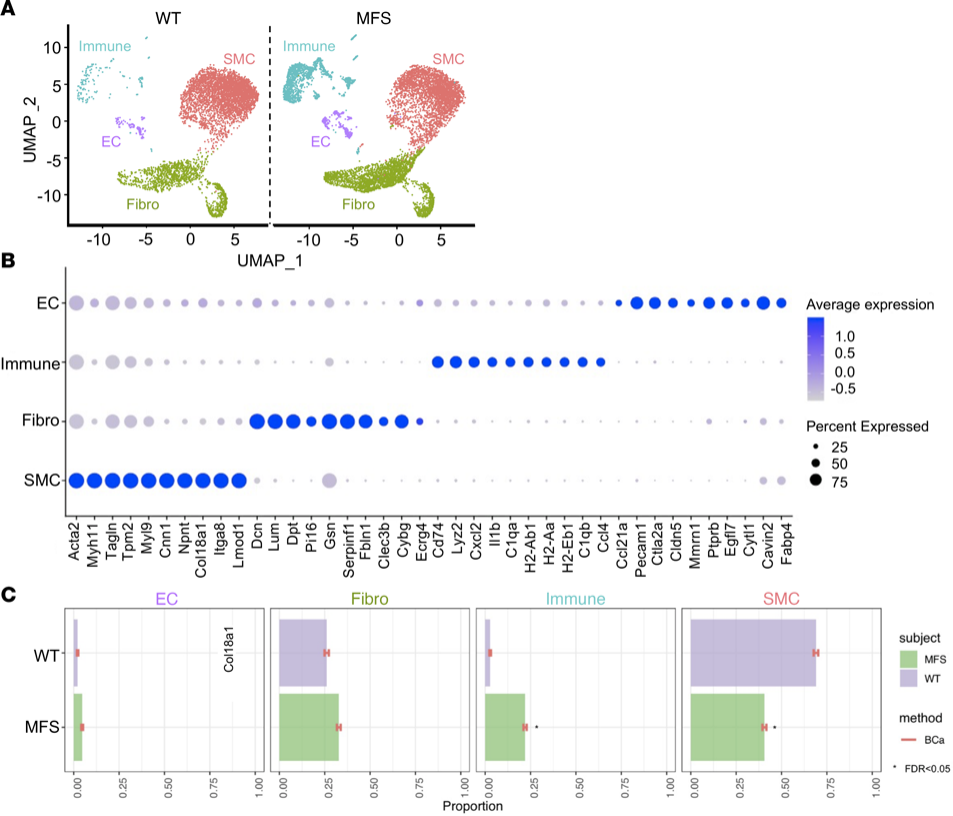
Transcriptomic atlas of ascending aorta cell types. (**A**) Uniform manifold approximation and projection (UMAP) dimensional reduction of individual cells recovered from *Fbn1^mgR/mgR^* mice (*n* = 3) and WT littermates (*n* = 3) shows 4 identified major aortic cell types classified based on their enriched genes and annotation predicted by singleR package in R along with marker gene identification. (**B**) Dot plot shows top 10 genes highly enriched in major aortic cell populations. Dot size corresponds to the percentage of cells expressing each gene, and dot color corresponds to the level of expression. (**C**) Relative proportion of major cell clusters in MFS and WT aortas was evaluated with scDC (v0.1.0) using bias-corrected and accelerated (BCa) bootstrap confidence intervals, and FDR significance (<0.05) between groups was calculated after GLM fitting (22).

**Figure 2:**
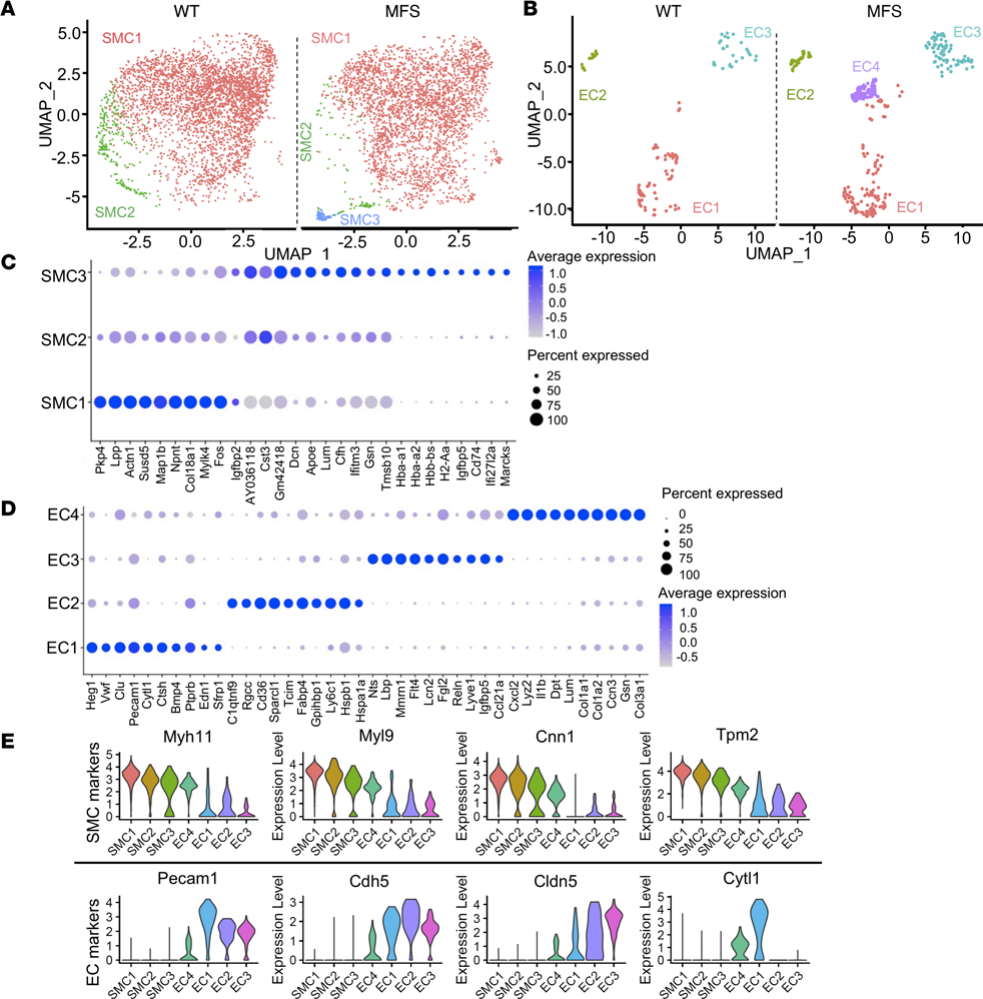
Disease-associated aortic cell types in MFS mice. Uniform manifold approximation and projection (UMAP) dimensional reduction of (**A**) SMC and (**B**) EC clusters extracted from the major cell populations. Dot plots showing top 10 genes highly enriched in SMC (**C**) and EC subpopulations (**D**). Dot size corresponds to the percentage of cells expressing each gene, and dot color corresponds to the level of expression. (**E**) Violin plots showing expression of SMC marker genes (upper) and EC marker genes (lower) in each cell subpopulation of *Fbn1^mgR/mgR^* aortas.

**Figure 3:**
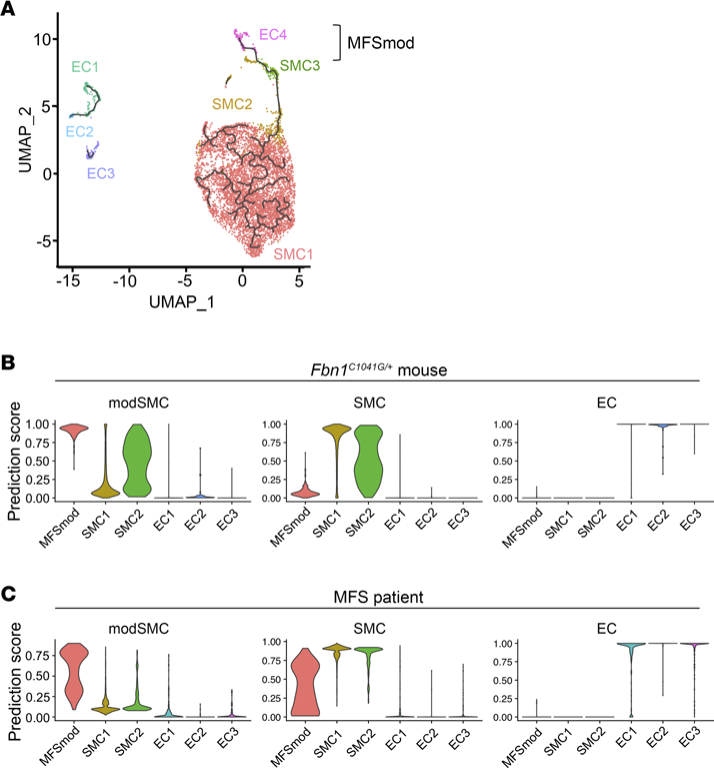
Transcriptomic similarities between modulated aortic cells in MFS mice and patient. (**A**) Trajectory analysis of EC and SMC subpopulations in both WT and *Fbn1^mgR/mgR^* samples indicating dynamic modulation between SMC3 and EC4, thus clustered together as MFSmod cells. (**B** and **C**) Violin plots showing the degree of transcriptomic homology of EC and SMC subpopulations in the ascending aorta of *Fbn1^mgR/mgR^* mice vs. either (**B**) the *Fbn1^C1041G/+^* aortic root/ascending aorta or (**C**) the aortic root of an MFS patient (9).

**Figure 4:**
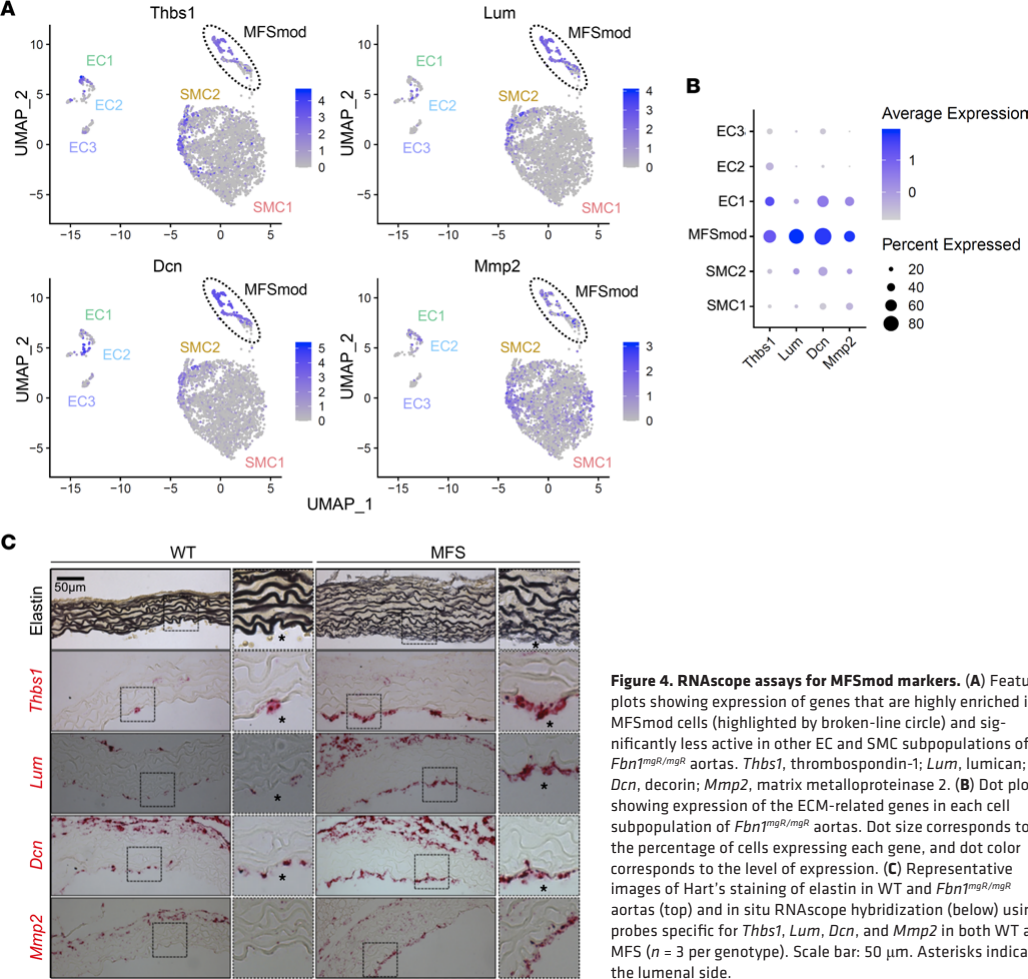
RNAscope assays for MFSmod markers. (**A**) Feature plots showing expression of genes that are highly enriched in MFSmod cells (highlighted by broken-line circle) and significantly less active in other EC and SMC subpopulations of *Fbn1^mgR/mgR^* aortas. *Thbs1*, thrombospondin-1; *Lum*, lumican; *Dcn*, decorin; *Mmp2*, matrix metalloproteinase 2. (**B**) Dot plots showing expression of the ECM-related genes in each cell subpopulation of *Fbn1^mgR/mgR^* aortas. Dot size corresponds to the percentage of cells expressing each gene, and dot color corresponds to the level of expression. (**C**) Representative images of Hart’s staining of elastin in WT and *Fbn1^mgR/mgR^* aortas (top) and in situ RNAscope hybridization (below) using probes specific for *Thbs1*, *Lum*, *Dcn*, and *Mmp2* in both WT and MFS (*n* = 3 per genotype). Scale bar: 50 μm. Asterisks indicate the lumenal side.

**Figure 5:**
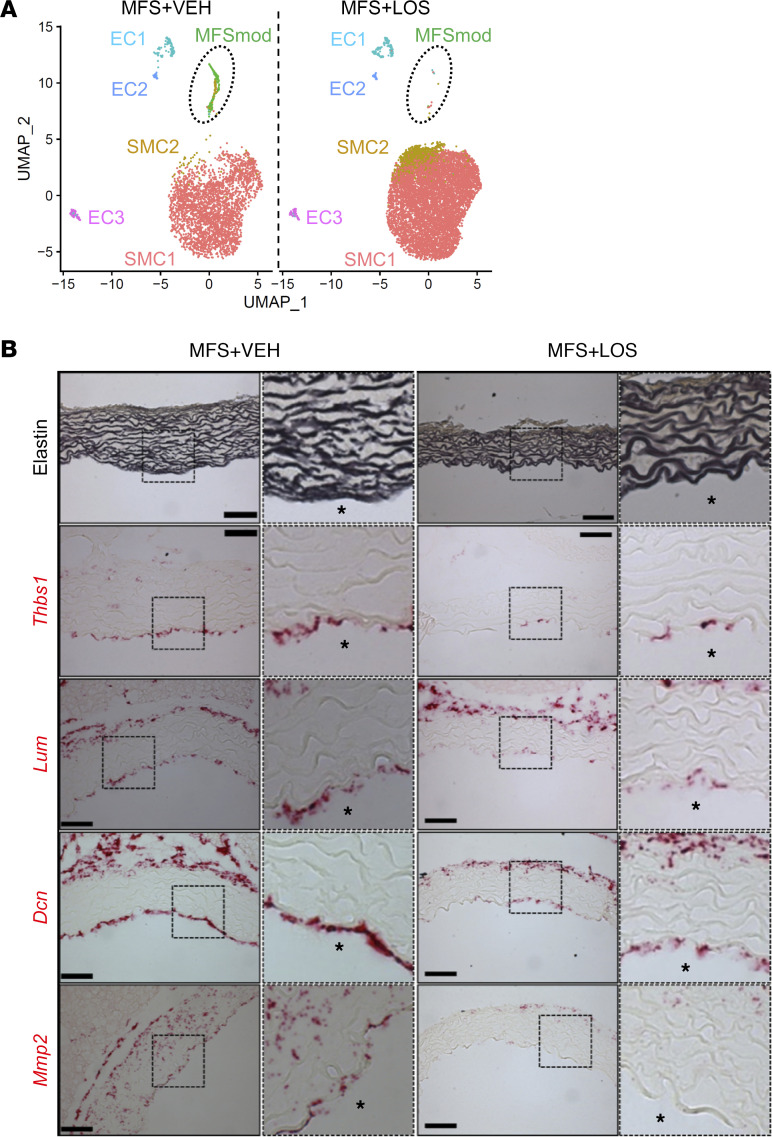
MFSmod absence in losartan-treated mutant mice. (**A**) Uniform manifold approximation and projection (UMAP) showing aortic EC and SMC subpopulations of *Fbn1^mgR/mgR^* mice treated with vehicle (VEH; *n* = 3) or losartan (LOS; *n* = 4). Broken-line circle indicates unique subpopulations of the mutant aorta. (**B**) Illustrative images of Hart’s staining of elastin (top) and in situ RNAscope hybridization (below) using probes specific for *Thbs1*, *Lum*, *Dcn*, and *Mmp2* in the aortas of losartan-treated and untreated *Fbn1^mgR/mgR^* mice (*n* = 3 per group). Scale bars: 50 μm. Asterisks indicate the lumenal side.

How the deposited data were processed for this re-analysis (not part of the article)

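Single-cell suspensions of the ascending aorta of male mice at P45 were measured in 3 droplet libraries, 1 from 3 pooled WT mice, 1 from 3 pooled *Fbn1 mgR/mgR* mice (mgR) and 1 from 4 pooled *Fbn1 mgR/mgR* mice given 0.6 g/L losartan from P16. The authors deposited UMI counts per gene and barcode, without normalization, made with CellRanger 5.0.1 for the WT and mgR libraries and 6.0.1 for the losartan library on GRCm38 with 32285 genes. Gene positions were taken from GENCODE release 21 for the mouse. The libraries held 7858, 10657 and 14663 barcodes with 83338726, 123956320 and 121436873 UMIs. The mgR library served both as the mutant without treatment and as the comparison for losartan. The paper's Methods also list vehicle-treated mutant mice, and the sample labels do not say whether the mice of the mgR library drank vehicle.

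Barcodes with 600 to 5000 genes and at most 10% mitochondrial UMIs were kept, as the paper's Methods state. Too few genes removed 1158, 775 and 649 barcodes of the WT, mgR and losartan libraries, too many genes 252, 521 and 211, and too large a mitochondrial share 1795, 1597 and 1419. Some barcodes failed several of these limits and are counted under each. DoubletFinder was not used here. A score of the same construction was computed with scikit-learn 1.9.0, with 25% artificial doublets, 10 principal components and a neighborhood of 1% of all points, and the highest scores were called at a rate of 0.8% per 1000 barcodes. Scrublet in scanpy 1.11.5 was the alternative and called 3, 141 and 1 doublets in WT, mgR and losartan, fewer than 0.5% of the barcodes in WT and losartan, where it was taken not to have worked.

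Clustering used Seurat 5.3.0 and Matrix 1.6.5 in R 4.3.3, whereas the paper used an earlier Seurat version. Counts were log-normalized to 10000 UMIs, 2000 variable genes were chosen, libraries were joined by canonical correlation anchors over 30 dimensions, and the neighbor graph was clustered at resolution 0.5. The paper's text does not give the number of dimensions or the resolution. *Fbn1* was left out of the clustering genes because the mutation lowers it. SMC-like and EC-like cells were renormalized and clustered again in the same way, without the genes named in the text and with anchor weights over 100 neighbors for SMC-like and 50 for EC-like cells. WT and mgR were integrated together, and for losartan all 3 libraries were.

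Lists of marker genes, the rule for named genes, the main settings and all alternatives but 4 were fixed before the data were examined. Clusters were named from the lists by thresholds set after the clusters had been seen. A marker counted as raised when its mean log-normalized level lay at least 0.25 above the mean over clusters and at least 25% of barcodes carried it. A cluster took the class with the highest mean difference, with at least 3 markers raised, at least 50% of the list for SMC subpopulations and more than 2 of every 3 for EC subpopulations. A cluster stayed unnamed where 2 classes each had at least 50% of their lists raised, where another class led its 10 top genes, or where its median UMI count was under 1/3 of that of its library and none of its own markers was among its 10 top genes. Hybrid clusters were those in which at least 10% of barcodes carried at least 3 UMIs of each of an SMC, a fibroblast and an immune panel after thinning to 1000 UMIs. The panels were *Acta2*, *Myh11*, *Tagln*, *Cnn1*, *Myl9* and *Tpm2* for SMCs, *Dpt*, *Col1a1*, *Col1a2*, *Col3a1*, *Serpinf1* and *Clec3b* for fibroblasts, and *Lyz2*, *Cxcl2*, *Il1b*, *C1qa*, *C1qb*, *Ccl4* and *Cd74* for immune cells.

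Genes are named in the text by a rule. It takes every gene the paper's text names for its own single-cell data, the genes of Fig. 2E, the globin genes, *Fbn1*, and in SMC-like cells the 5 genes with the largest and the 5 with the smallest ratio of mgR over WT among those with at least 100 CPM in either library. Genes outside it, such as *Gm42418*, *AY036118* and those leading a cluster, were chosen after their values had been seen. Counts were summed per population and library with numpy 2.4.6 and pandas 2.3.3 and scaled to CPM. Intervals were computed with scipy 1.17.1 as exact Poisson intervals for sums, exact binomial (Clopper-Pearson) intervals for shares and exact conditional binomial intervals for ratios, all at 95%. Shares of barcodes with a UMI were counted after thinning each barcode to 1000 UMIs, which left out 7 WT, 7 mgR and 8 losartan barcodes. With a single library per condition no p-value was computed across cells. Figures were drawn with matplotlib 3.10.9.

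Alternatives covered the limits on genes and mitochondrial UMIs, removal of called doublets, no integration, resolutions of 0.2 and 1.0, 20 dimensions, the named genes kept among the clustering genes, naming of single cells without clusters, all 3 libraries integrated, thinning to 2000 UMIs, panel minimums of 2 and 5 UMIs, CPM without mitochondrial, ribosomal protein and globin genes, other doublet settings, and rank correlation. A further 4 alternatives were added after the data had been seen. In the one that clusters hybrid with SMC-like barcodes, the barcodes named EC4-like were first taken out. Lists of 4 genes each for neutrophils, B cells, T cells, lymphatic ECs, capillary ECs, Schwann cells and mesothelial cells were used for the tests of mixed RNA.

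The counting and the intervals were tested on simulated data. Of 1429 genes, 200 were given a change between the simulated libraries. All of these (100.0%) were recovered, 0 unchanged genes passed 1.5-fold, and the intervals covered the true ratio in 94.4% of genes. Sums of 3 WT barcodes of different types were called hybrid in 80.7% of 300 cases, and single barcodes in 0 of 300.

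The trajectories of Monocle 3, the ligand-receptor predictions of CellChat, the proportion test of scDC, Reactome enrichment, annotation by SingleR, the integration with data from *Fbn1 C1041G/+* mice and a patient, and the RNAscope and immunofluorescence images were not analysed here.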

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

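All tests in this part were chosen after the results had been seen. The 4 results concern genes or cells that the paper's text does not discuss, and each stood above its level in the WT library.

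Among the 1524 genes with at least 100 CPM in SMC-like cells of WT or mgR, *Igfbp2* (ENSMUSG00000039323, chromosome 1 from 72824503 to 72852474) had the largest ratio of mgR over WT, 22.4 (1549 CPM (1538 to 1560.2) against 69.1 CPM (66.8 to 71.4)), and *Vcam1* (ENSMUSG00000027962, chromosome 3 from 116109949 to 116129688) the next, 14.0 (220.3 CPM (216 to 225) against 15.8 CPM (14.7 to 16.9)). *Thbs1*, *Sncg* and *Acan* followed at 11.2, 5.92 and 4.78, and the smallest ratios were those of *Kcnj15* (0.116), *Wif1* (0.169), *Rbp4* (0.192), *Pdlim4* (0.209) and *Rgs5* (0.224). Free RNA from other cells was argued against. SMC-like barcodes of mgR held 33.9 times as many *Igfbp2* UMIs as those of the next highest type. *Vcam1*, which fibroblast-like cells also carry, stood 33.9 times as high in SMC-like against fibroblast-like barcodes as *Dcn* did. With called doublets removed the ratios were 22.4 and 16.5, so doublets were not what raised them. A difference between the preparations of the libraries remained open. Only 56 of the 1524 genes (3.67%) moved past 2-fold, 28 up and 28 down, which leaves little room for a shift of many genes, but with 1 library per condition preparation and genotype cannot be told apart. With losartan *Igfbp2* was at 353 CPM, 0.228 of its level in mgR, and *Vcam1* at 65.2 CPM, 0.296 of it, and for losartan the CellRanger version differs as well. An effect of the mutation on SMCs may account for both genes, which other animals would have to test.

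A cluster led by B cell genes held 156 barcodes in mgR (1.93%, 1.64% to 2.26%) and 5 in WT (0.0933%). A cluster led by neutrophil genes held 76 barcodes in mgR (0.941%) and 5 in WT. With losartan, in the integration of all 3 libraries, 9 and 12 barcodes lay in such clusters, and 7 of the 9 were called doublets. That integration gave mgR a B cell cluster of 208 barcodes, 16.3% of them called doublets. Several cells in 1 droplet were argued against in the integration of WT and mgR, where 7.69% of the B cell cluster and 3.95% of the neutrophil cluster were called doublets against 5.86% in the library. Blood left in the tissue stayed open. Globin UMIs over all deposited barcodes were 0.483 times as frequent in mgR as in WT (1534 against 3174 CPM), which would go against more blood in mgR, but the suspensions had been treated with red cell lysis buffer, so blood and tissue immune cells cannot be told apart by globin. Recruitment of these cells to the mutant aorta stays open and was not tested.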

How the results depend on the processing

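Tests on alternatives named here as added were chosen after the results had been seen, and the others had been set beforehand. No paired analysis was possible because each library pooled its mice. No alternative left out a replicate, since there were none.

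Over the results that answer a comparison, 106 pairings of a result with an alternative kept their direction and stayed within the interval or within 1.5 times the count, 42 moved beyond it and 1 reversed. Among the 106, 8 in WT and 8 in mgR set 0 EC4-like barcodes against 0, an outcome fixed because the hybrid clusters were held apart. For SMC3-like barcodes 5 in WT and 5 in mgR also set 0 against 0. Such pairings have no direction and say nothing on stability. For the other results 238 stayed and 159 moved, none with a change of sign. With the added alternatives 5 stayed and 6 moved, and of the other results 12 stayed and 2 moved. The cause was not tested, except where the alternative itself removes barcodes.

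A mitochondrial limit of 5% left 1999 WT, 5231 mgR and 7459 losartan barcodes. A minimum of 200 genes moved the SMC-like difference between mgR and WT to -26.5 percentage points. A minimum of 1000 genes moved the immune-like difference to 15.3 points, and between losartan and mgR it moved the fibroblast-like difference to -5.44 and the hybrid difference to -1.79 points. Naming single cells without clusters gave -26.6 points for SMC-like, 18.1 for immune-like and 2.57 for EC-like cells between mgR and WT. Resolution 1.0 gave 17.4 points for immune-like and 1.26 for hybrid clusters, resolution 0.2 gave 2.72 for hybrid clusters, and 20 dimensions gave 17.5 for immune-like cells. Without integration the hybrid difference was 4.19 points and the fibroblast-like difference between losartan and mgR -4.62 points. With called doublets removed the hybrid difference was 2.09 points between mgR and WT, and between losartan and mgR the SMC-like difference was 25.7 and the fibroblast-like difference -6.13 points. Counting EC4-like barcodes as EC-like, an added alternative, gave 2.45 points for EC-like and 1.97 for hybrid cells. All of these kept the sign of the values at the claims.

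SMC3-like barcodes, of which there were none at the settings used, numbered 43 in WT and 115 in mgR with 20 dimensions, 35 and 102 with the named genes among the clustering genes, and 48 and 160 with 3 libraries integrated. In the added alternative that clusters hybrid with SMC-like barcodes, the cluster with all 8 SMC3 genes raised, which stayed unnamed for its low depth, held 22 and 212, and in the one that clusters hybrid with EC-like barcodes EC4-like barcodes numbered 1 and 139. The SMC1-like share was the least stable. It was 0% in both libraries with called doublets removed or at resolution 0.2, and 9.33% in WT and 18.3% in mgR at resolution 1.0.

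Hybrid barcodes counted by the panels differed between mgR and WT by 3.87 points when thinned to 2000 UMIs, 4.14 with at least 2 UMIs per panel, 1.48 with at least 5, and 2.36 with called doublets removed. Between mgR and losartan they differed by 2.99 points with at least 2 UMIs and 1.19 with at least 5.

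In SMC1-like in place of SMC-like cells, the log2 ratio of mgR over WT was 0.074 for *Tgfb1*, 0.79 for *Tgfb2* and 0.97 for *Tgfb3*, and that of *Smad7* reversed to -0.015, with an interval that included 0. Called doublets among EC4-like barcodes numbered 30 with a neighborhood of 5% and 2 with Scrublet, and in the SMC3 marker cluster 26 at 0.4% per 1000 barcodes. The correlation between the EC4-like and SMC3 profiles was 0.880 by ranks, 0.966 over all genes and 0.932 with called doublets removed. Over all deposited barcodes the log2 ratio of *Fbn1* was -1.20 for mgR and -1.58 for losartan over WT.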

Differences from the paper's values

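Alternatives named here as added were chosen after the values had been seen, and all others were set before the data were examined. Cells were clustered and named anew here, from which a difference can come.

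The paper's number of EC4 cells is 133. Here 0 of 346 EC-like barcodes of WT and mgR lay in a cluster with the EC4 genes, and none of the alternatives set before the data were examined closed the gap. The hybrid clusters were held apart from the EC-like cells in all of these. When the hybrid clusters were clustered together with the EC-like cells, an added alternative chosen after seeing the values, 139 mgR barcodes and 1 WT barcode did. All listed EC4 genes but *Ccn3* and *Gsn* also belong to the panels behind the hybrid clusters, so this number is no independent count of EC4 cells.

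The paper's number of SMC3 cells is 127, against 0 of 6693 SMC-like barcodes here. In mgR alone there were 115 with 20 dimensions, 102 with the named genes among the clustering genes and 160 with 3 libraries integrated, all of which closed the gap. These clusters held 43, 35 and 48 WT barcodes as well, and over both libraries the numbers were 158, 137 and 208, of which the last did not close it. With a minimum of 1000 genes, called doublets removed, no integration or a resolution of 0.2 or 1.0 there were none. Clustering hybrid with SMC-like barcodes, added after seeing the values, gave an unnamed cluster with all 8 SMC3 genes raised that held 234.

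Among its SMC3 cells the paper counts 2 doublets, against 46 of the 212 mgR barcodes of the SMC3 marker cluster here. A neighborhood of 5% gave 56, a rate of 0.4% per 1000 barcodes 26 and Scrublet 55, so no alternative closed the gap. The populations are unlike, since the paper's SMC3 is a part of its SMCs and the cluster here drew on hybrid clusters, picked for mixed transcripts. Among all 3080 SMC-like barcodes of mgR, 31 were called doublets.

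The paper's share of ECs in the mutant is about 5% in Fig. 1C, read by eye, and the EC-like share was 2.87% of the 8076 mgR barcodes here. Naming single cells without clusters gave 5.16% and closed the gap, whereas the other alternatives set before the data were examined did not. Counting EC4-like barcodes as EC-like, chosen after seeing the values, gave 4.59% and closed it too.

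Several statements of direction or rank also differed. The paper states that SMC1 is the largest SMC cluster of both genotypes, and here the largest in WT was a cluster that met no list, with 1339 barcodes against 859 in the SMC1-like one. The paper states that SMC3 and EC4 occur in the mutant alone. Here the SMC3 marker cluster held 22 WT beside 212 mgR barcodes and the EC4-like cluster 1 beside 139. Over 4 variations of these added alternatives the SMC3 marker cluster held 1 to 57 WT and 163 to 216 mgR barcodes (57 and 202 with 3 libraries integrated), and the EC4-like cluster 1 to 57 WT and 122 to 155 mgR barcodes (57 and 155 with called doublets removed). Clusters that met the SMC3 list with 20 dimensions held 43 WT beside 115 mgR barcodes. The paper states that *Smad7* and the ligands TGF-β1 and TGF-β2 rise in SMC1, and in SMC1-like cells the ratio of mgR over WT was 0.989 for *Smad7*, 1.05 for *Tgfb1* (0.927 to 1.20) and 1.73 for *Tgfb2*. Over all SMC-like cells *Smad7* rose, with a ratio of 1.59. In WT, *Smad7* was already at 207 CPM in SMC1-like cells, against 136 CPM over all SMC-like cells. The SMC1-like cluster changed with the settings and may not be the paper's SMC1, so these ratios cannot settle the statement. The paper states that losartan raises the share of SMC1. Here SMC1-like cells were 24.9% of SMC-like cells in mgR and 12.2% of 7777 with losartan, and the paper's denominator is not given in its text. Unnamed clusters held 69.9% of SMC-like cells in mgR and 84.6% with losartan, so cells of the paper's SMC1 may lie among them. The paper states that *Thbs1* is lower in EC and SMC clusters other than MFSmod, and here it was at 1469.7 CPM in EC1-like cells against 1039 CPM in EC4-like cells of mgR.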

Other observations

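The tests of several cells in a droplet and of free RNA for the EC4-like and SMC3 barcodes were chosen before the results were seen. The tests of RNA mixed before capture, of the difference in hybrid barcodes between libraries, of globin by depth, and of *Gm42418* and *AY036118* were chosen only after.

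EC4-like barcodes of mgR carried SMC, fibroblast, immune and EC transcripts together. Several intact cells in 1 droplet were argued against by depth, since the median of 5313 UMIs lay below that of each of the 4 types (the lowest was 7760.0 in EC-like cells). Free RNA in the proportions of the library was argued against by the SMC panel, which stood at 13.6 per 1000 UMIs, 0.537 times the 25.4 of the whole library, while the fibroblast panel was at 13.4 against 13.1, the immune panel at 5.26 against 4.58 and the EC panel at 0.585 against 0.170.

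A candidate explanation that stays open is that these barcodes may hold RNA of many cells mixed before capture. At 2000 UMIs, 56.8% (48.2% to 65.2%) of EC4-like barcodes carried a UMI of the neutrophil list (80.6% unthinned), against 0.943% of EC-like, 4.31% of SMC3 marker and 4.08% of immune-like barcodes of mgR. Thinning left out no EC4-like, 20 EC-like, 96 SMC3 marker and 61 immune-like barcodes. The shares in the same order were 66.2%, 7.08%, 18.1% and 34.0% for B cells, 8.63%, 0.472%, 1.72% and 0.704% for T cells, 79.9%, 42.0%, 12.9% and 21.8% for lymphatic ECs, 70.5%, 63.7%, 39.7% and 22.4% for capillary ECs, and 5.04%, 0%, 0% and 0.141% for mesothelial cells. Schwann cell transcripts were seen in 0 of 139 EC4-like barcodes and in 4.08% of immune-like ones. Of the 4 genes in each list, 1 of the neutrophil, of the B cell and of the T cell list also stood in a marker list used to name clusters, and all 4 of every other list did. The variance over the mean was 1.17 for the neutrophil and 1.23 for the B cell list in EC4-like barcodes, near the 1 of counting, and also near it in EC-like barcodes (0.991 and 0.929), which rarely carried these transcripts. For the lymphatic and capillary lists it was 1.11 and 1.34 in EC4-like against 41.8 and 48.1 in EC-like barcodes, and in immune-like barcodes it was 252 for the neutrophil and 633 for the B cell list. These 2 populations include cells of the listed types beside others, which widens their spread. Over the top 200 genes its median was 1.11 in EC4-like, 1.26 in SMC-like and 1.73 in fibroblast-like barcodes. Neutrophil, B cell and lymphatic lists were all seen in 32.4% of EC4-like barcodes but in only 1.67% of 300 sums of 100 mgR barcodes thinned alike, so a mixture in the proportions of the captured cells falls short, and one of other proportions was not tested. EC4-like cells that carry these transcripts themselves are the alternative, and no cells were imaged for neutrophil or B cell genes.

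In the SMC3 marker cluster of mgR, globin UMIs were 40.2 times as many per barcode as in SMC1-like barcodes (6.90 against 0.172). Means as high stood in other clusters, 6.47 in an immune-like one and 6.24 and 9.48 in 2 unnamed ones, but without the 1 barcode with the most globin in each they were 0.187, 0.222 and 0.282, against 6.65 in the SMC3 marker cluster. Most of the globin lay in its shallow barcodes. A globin UMI was seen in 83.3% (74.4% to 90.2%) of its 96 barcodes under 2000 UMIs and in 6.63% (3.47% to 11.3%) of the 181 other barcodes as shallow, which argues against free red cell RNA in equal amounts in all droplets as the source in these. In its 116 deeper barcodes the share was 20.7% (13.7% to 29.2%) against 13.6% (12.9% to 14.4%) in the other deep barcodes, so there free red cell RNA and another source cannot be told apart, since the intervals overlap. Globin genes took part in the clustering behind the hybrid clusters, so shallow barcodes with red cell material may have been gathered into this cluster. *Dcn* UMIs were 32.5 times as many per barcode as in SMC1-like barcodes, which were deeper. That argues against free RNA in equal amounts in all droplets as the sole source of *Dcn*. A fibroblast panel helped to set the hybrid clusters apart, and *Dcn* was not left out of the clustering behind them. Barcodes with fibroblast RNA may thus have been gathered here. A *Dcn* UMI was seen in 87.5% of the shallow and 96.6% of the deeper barcodes of the cluster, against 34.8% of SMC-like, 26.7% of immune-like and 40.9% of EC-like barcodes. Of the 181 other shallow barcodes, fibroblast-like ones among them, 41.4% carried 1 or more. Their mean was 4.25 *Dcn* UMIs per barcode, against 3.20 in the shallow barcodes of the cluster. UMIs of the immune panel were 5.82 times as many (5.08 against 0.872), but this panel took part in setting the hybrid clusters apart, so for it free RNA and RNA of the cells cannot be told apart. The fibroblast panel as a whole was lower per barcode, 61.1 against 109 UMIs, and higher per 1000 UMIs, 13.7 against 6.89, since SMC1-like barcodes were deeper. A change of SMC state, as the paper proposes, and mixed or damaged cells stay open.

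Hybrid barcodes were more common in mgR than in the other libraries. Whether mgR held more free RNA stays open. The SMC panel in immune-like cells stood at 2.66 per 1000 UMIs in mgR, 0.427 times the 6.23 with losartan, but at 2.43 in WT, and its median per barcode was 10 in mgR, 9 with losartan and 7 in WT. In EC-like cells the SMC panel was lowest in mgR, at 1.74, against 4.37 with losartan and 3.24 in WT. Its median per barcode there was 9, 10 and 7, and mgR also held the smallest SMC-like share. The immune panel in fibroblast-like cells stood at 0.260 in mgR, 0.211 with losartan and 0.0871 in WT. In EC-like cells the immune panel stood at 0.647, 0.137 and 0.350, where mgR also held the most immune-like cells. A higher level of free RNA, a difference between the preparations of the libraries and an effect of genotype or treatment cannot be told apart with 1 library per condition.

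*Gm42418* and *AY036118* were lower in mgR than in WT in every one of the 4 major types, with 0.781 as the highest ratio in a type other than SMC-like. Their fall in SMC-like cells may thus reflect a difference of the whole library, of preparation or of genotype, rather than of an SMC subpopulation.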
